# Two detoxification enzyme genes, *CYP6DA2* and *CarFE4*, mediate the susceptibility to afidopyropen in *Semiaphis heraclei*

**DOI:** 10.3389/fphys.2024.1478869

**Published:** 2024-12-06

**Authors:** Xiaochen Fu, Chao Xue, Xin Wang, Aiyu Wang, Yanwei Zhu, Yuanxue Yang, Yun Zhang, Yun Zhou, Ming Zhao, Chenggang Shan, Jianhua Zhang

**Keywords:** *Semiaphis heraclei*, afidopyropen, detoxification mechanism, *CYP6DA2*, *CarFE4*

## Abstract

**Introduction:**

*Semiaphis heraclei* is an important economic pest affecting Caprifoliaceae and Apiaceae plants, and chemical control is still the main effective control method in the field. Afidopyropen is a new type of pyridine cyclopropyl insecticide, which can effectively control piercing-sucking mouthparts pests and is suitable for pest resistance management. However, the detoxification mechanism of *S*. *heraclei* to afidopyropen is still poorly cleared.

**Methods:**

The insecticidal activity of afidopyropen against *S. heraclei* and the enzyme activity assay and synergism bioassay were evaluated. The detoxification enzyme genes were obtained by transcriptome and validated by quantitative real-time PCR (RT-qPCR). Furthermore, RNA interference was used to study the functions of detoxification enzyme genes.

**Results:**

The activities of cytochrome P450 monooxygenases (P450s) and carboxylesterases (CarEs) were significantly increased under afidopyropen treatment. The toxicity of afidopyropen against *S. heraclei* was significantly increased after application the inhibitors of piperonyl butoxide and triphenyl phosphate. Sixteen P450 genes and three CarE genes were identified in the transcriptome of *S. heraclei*. The RT-qPCR results showed that eleven P450 genes and two CarE genes were significantly upregulated under afidopyropen treatment, and the expression of *CYP6DA2* and *CarFE4* was upregulated by more than 2.5 times. The expression pattern of *CYP6DA2* and *CarFE4* was further analyzed in different developmental stages of *S. heraclei* and knockdown of *CYP6DA2* and *CarFE4* significantly increased the susceptibility of *S. heraclei* to afidopyropen.

**Conclusion:**

The results of this study uncover the key functions of *CYP6DA2* and *CarFE4* in the detoxification mechanism of *S. heraclei* to afidopyropen, and provide a theoretical basis for the scientific use of afidopyropen in the field.

## 1 Introduction

The *Semiaphis heraclei*, also known as celery aphid, is a Hemiptera insect widely distributed in the Far East and the Indian Subcontinent. The main hosts are Caprifoliaceae plants from Japan, China and East Siberia. The secondary hosts are Apiaceae plants from East and Southeast Asia, India and Pakistan, Algiers and Hawaii (Song et al., 2023). The *S. heraclei* will congregate on fresh stems, leaves, flower buds, and other parts of the host plant, where they feed on the plant by sucking the sap through their mouthparts. A significant infestation of *S. heraclei* can result in the curling of leaves, which impairs photosynthesis and ultimately leads to the yellowing or even wilting of the leaves. Additionally, they can affect the bud stage, which further impacts the growth of the plant and the content of active ingredients. In addition, the honeydew of *S. heraclei* can induce soot disease (Massimino Cocuzza, 2022). Moreover, the outbreak period of *S. heraclei* and harvest period of host plants such as honeysuckle are basically the same, which causes serious yield loss or even no yield to the honeysuckle, celery and other herbal vegetables (Song et al., 2023).

In order to reduce the impact of agricultural pests on field production, a series of field control methods are usually used, including physical and biological control. However, chemical insecticide control is still the most dependent method because of its quick effect and simple operation (Gregg et al., 2018; Mubeen et al., 2023). In recent years, as the use of pesticides increases, problems such as pesticide residues and environmental pollution become more serious. This poses a major risk to human health and to the safety of the food supply and has become a public health issue of great concern (He et al., 2023). In particular, fields require multiple applications of chemical insecticides to ensure crop and herb yields. This can easily lead to problems of excessive pesticide residues. In order to guarantee the safety of food and medication, the use of highly effective insecticides that are less harmful to natural enemies and the environment is key to the scientific control and management of pests in the field.

Afidopyropen is a derivative of pyripyropene A produced by filamentous fungus *Penicillium coprobium*. It is currently used worldwide as an alternative to traditional insecticides. It is particularly effective against aphids such as *Myzus persicae*, *Aphis gossypii* and *Aphis craccivora* (Goto et al., 2019). Afidopyropen quickly interferes with the feeding direction of insects by targeting transient receptor potential vanilloid (TRPV) cation channels. This weakens the ability of insects to coordinate movement, sense sound, maintain position and feed on plants, and ultimately lead to starvation and death (Jeschke, 2021; Yin et al., 2024). Although its insecticidal spectrum is narrow, it has high selectivity and insecticidal efficacy against target pests, low toxicity to natural enemies such as bees, seven-star lady beetles and mammals, and short persistence in crops and environment. In addition, afidopyropen can penetrate from treated to untreated leaves. This significantly improves insecticidal efficacy and reduces the amount of insecticide used (Horikoshi et al., 2022; Liu X. et al., 2024). These benefits are indicated that afidopyropen is a valuable sustainable agricultural green insecticide and an optimal agent for aphid control.

Exogenous detoxification and metabolism are the main physiological processes after insecticide exposure (Lu et al., 2021). The detoxification of insecticides in insects can be divided into three phases. Cytochrome P450 monooxygenases (P450s) and carboxylesterases (CarEs) are directly involved in the metabolism of exogenous substances as enzymes of phase I reaction (Li P. R. et al., 2023). Glutathione S-transferases (GSTs) are involved in the phase II reaction, via catalytic reaction to increase the water solubility of exogenous substances. In phase III reaction, water-soluble compounds are transferred and excreted out of the cell (Yang B. et al., 2020; Aioub and Ashour, 2023).

In this study, we evaluated the insecticidal activity of afidopyropen against the *S. heraclei*. Enzyme activity assay and synergism bioassay showed that P450s and CarEs participated in the detoxification of afidopyropen. The differentially expressed genes of P450s and CarEs were determined via transcriptome sequencing and their relative transcript levels were validated by quantitative real-time PCR (RT-qPCR). Furthermore, the functions of *CYP6DA2* and *CarFE4* in the susceptibility of *S. heraclei* to afidopyropen were determined by RNA interference (RNAi). The results of this study will lay a foundation for further research on *S. heraclei* and provide a theoretical basis for the field control of aphid and the rational use of afidopyropen.

## 2 Materials and methods

### 2.1 Insects and chemical reagents

The *S. heraclei* population was collected from Pingyi (35.60°N, 117.75°E; Linyi, China) in 2024. The *S. heraclei* was reared with celery in the laboratory at 25°C ± 1°C with 70%–80% relative humidity and 16 h light: 8 h dark photoperiod.

Afidopyropen (94.00%) was purchased from Shanghai Yuanye Biotechnology Co., Ltd (Shanghai, China). Acetone, dimethyl sulfoxide (DMSO), piperonyl butoxide (PBO), triphenyl phosphate (TPP) and diethyl maleate (DEM) were purchased from Merck KGaA (Darmstadt, Germany).

### 2.2 Bioassay

The bioassay was carried out by the topical application method via MICRO2T SMARTouchTM device (SMARTouchTM Controller for UMP3/Nanoliter 2010; World Precision Instruments, Inc.). Afidopyropen was dissolved in DMSO and then diluted with acetone to generate five concentrations. The third-instar nymphs of *S. heraclei* were anesthetized by ice and a droplet solution of 50 nL was applied topically to the dorsal plate. The nymphs treated with acetone were as the control. The treated insects were fed with celery at 25°C ± 1°C with 70%–80% relative humidity and 16 h light: 8 h dark photoperiod. Each treatment was repeated three times and contained thirty insects. Mortality was checked after 48 h.

### 2.3 Sample collection

The third-instar nymphs of *S. heraclei* treated with afidopyropen at the dose of median lethal dose (LD_50_), and the survival nymphs were collected at 48 h. The nymphs treated with acetone were as the control. The insects were immediately frozen in liquid nitrogen and then stored at −80°C for enzyme activity assay, transcriptome sequencing and quantitative validation. Each treatment was repeated three times and each contained thirty insects.

Besides, the first-to fourth-instar nymphs and the apterous adults of *S. heraclei* were collected for instar expression profile analysis. The insects were immediately frozen in liquid nitrogen and then preserved at −80°C. Each sample was repeated three times and contained thirty insects.

### 2.4 Enzyme activity assay

The protein concentration was determined by BCA protein quantitative/concentration determination kit provided by Beijing Labgic Technology Co. Ltd. (Beijing, China). The activities of P450, CarE and GST were determined by MFO activity assay kit, CarE activity assay kit and GST activity assay kit produced by Suzhou Comin Biotechnology Co., Ltd. (Suzhou, China).

Determination of P450 enzyme activity: according to the manufacturer’s instructions, approximately 0.1 g of the sample was taken and 1 mL of the extraction reagent was added and homogenized on ice, resulting in the production of a crude enzyme extract. The crude enzyme solution was centrifuged at 12,000 g for 20 min at 4°C. The supernatant was collected and the absorbance value of P450 was determined at 400 nm using a microplate reader with p-nitrophenol as the substrate. The production of 1 nmol of p-nitrophenol per milligram of histone per minute was defined as one unit of enzyme activity (Li Z. et al., 2023).

Determination of CarE enzyme activity: the crude enzyme solution was centrifuged at 12,000 g for 30 min at 4°C. The supernatant was collected and the absorbance value of CarE was determined at 450 nm using a microplate reader with α-naphthyl acetate as the substrate. Each milligram of histone is defined as 1 enzyme activity unit per minute increase in the catalytic absorbance value in the 37°C reaction system (Patra and Hath, 2023).

Determination of GST enzyme activity: the crude enzyme solution was centrifuged at 8,000 g for 10 min at 4°C. The supernatant was collected and the absorbance value of GST was determined at 340 nm using a microplate reader with 1-chloro2,4-dinitrobenzene (CDNB) as the substrate. At 37°C, each milligram of protein catalyses the binding of 1 nmol/L of CDNB to GSH as 1 unit of enzyme activity per minut (Cui et al., 2018; Hu et al., 2022).

BCA protein concentration assay: according to the manufacturer’s instructions, the BCA working solution was prepared. 20 μL of BCA protein standard solution (5 mg/mL) was diluted to 100 μL with PBS solution (0.01 mol L^−1^, pH 7.2) to give a final concentration of 1 mg/mL. The BCA standard assay solution was prepared in accordance with the instructions provided. The requisite volume of the sample to be measured was then added to the microtiter plate, and the solution was brought to a volume of 20 μL with PBS. A volume of 200 µL of the BCA working solution was added to the microtiter plate, which was then mixed thoroughly and left at 37°C for 30 min. The absorbance value at 562 nm was determined and documented, with the light absorption value of the BCA-free sample serving as the control. The protein concentration in the samples was calculated by constructing a standard curve with A562 as the vertical coordinate and BSA content as the horizontal coordinate.

### 2.5 Synergism bioassay

One hour before the application of afidopyropen, 2 μg of PBO, TPP and DEM in 50 nL acetone was applied topically to the dorsal plate of third-instar nymphs of *S. heraclei*. The nymphs treated with acetone were as the control. Then, the nymphs were anesthetized by ice and treated with afidopyropen at the dose of LD_50_ (Ding et al., 2013; Zhang et al., 2016; Yang B. et al., 2020). The treated insects were fed with celery at 25°C ± 1°C with 70%–80% relative humidity and 16 h light: 8 h dark photoperiod. Each treatment was repeated three times and contained thirty insects. Mortality was checked after 48 h.

### 2.6 RNA isolation, library construction and sequencing

Total RNA of the sample was extracted using TRIzol reagent (Invitrogen, United States) according to the manufacturer’s procedure. RNA purity, concentration and integrity were measured using a 5,300 Bioanalyzer (Agilent, United States) and an ND-2000 (NanoDrop Technolog, United States). Six *S. heraclei* RNA samples from the control group and the afidopyropen treatment group were taken for cDNA library construction and sequenced in BGI (Shenzhen, China).

### 2.7 Transcriptome assembly and function annotation

Before proceeding with the *Denovo* assembly, removed the reads containing joints (joint contamination) from the original reads and removed the reads with unknown base N content greater than 1%. Low-quality reads (those with a mass value of less than 15 bases accounting for more than 40% of the total base number of the reads were defined as low-quality reads) were removed to obtain clean reads. High-quality clean reads were *de novo* assembled using Trinity, followed by clustering of transcripts to de-redundancy using CD-HIT to obtain unigene. The assembled unigene was combined with Kyoto Encyclopedia of Genes and Genomes (KEGG), Gene Ontology (GO), non-redundancy (Nr) and Nucleotide Sequence Database (Nt), EuKaryotic Orthologous Groups (KOG), Protein family (Pfam), Clusters of Orthologous Groups (COG) and Swiss-Prot database were blasted to obtain annotation information and functional classification of unigene with *e*-value <10^−5^ (Altschul et al., 1990; Nawrocki et al., 2009; Buchfink et al., 2015). We compared clean reads to the genome sequence using Bowtie2, and then calculated the gene expression levels of each sample using RSEM (a software package for calculating gene expression levels of RNA-seq reads and transcription subtypes). The Pearson correlation coefficient between each two samples was calculated using cor function in R software. Principal component (PCA) analysis was performed using princomp function in R software. DESeq software was used to detect deg between the control group and the experimental group (Love et al., 2014).

### 2.8 GO and KEGG analysis

GO can be divided into three functional categories: molecular function, cellular component and biological process. Classify according to the difference of gene detection function, at the same time, use R-phyper function to enrich and analyze in the software, calculate *p*-value, and then take the function of FDR correction *p*-value usually ≤0.05 as significant enrichment. According to KEGG annotation results and official classification, we classified the differentially expressed genes into biological pathways. At the same time, we used the phyper function in R software for enrichment analysis and calculated the *p*-value. The *p*-value was then FDR corrected, and in general, functions with *q* value ≤0.05 were considered significantly enriched.

### 2.9 Identification of P450 and CarE genes and RT-qPCR

The P450 and CarE genes were searched according to annotation information in the transcriptome of *S. heraclei*. The repetitive sequences were removed, and the amino acid sequences of the remaining P450 and CarE genes were BLAST compared with the Nr database of NCBI (National Center for Biotechnology Information) to remove misannotated amino acid sequences.

Reverse transcription from 1 μg total RNA to cDNA was performed using the StarScript III All-in-one RT kit with gDNA Remover (Genstar, China). The RT-qPCR was detected via LineGene 9,600 Plus real-time PCR detection system (BIOER, China) with 2×RealStar Fast SYBR qPCR Mix (Low ROX) (Genstar, China). *β-Tubulin* was used as the endogenous control, and the 2^−ΔΔCT^ method was used to calculate the relative expression (Livak and Schmittgen, 2001; Ma et al., 2016). The RT-qPCR reaction consisted of three independent technical and biological replicates. Primers were listed in Supplementary Table S1.

### 2.10 RNA interference

The T7 high yield transcription kit (Invitrogen, United States) was used to synthesize the double-stranded RNA (dsRNA) of *CYP6DA2*, *CarFE4* and enhanced green fluorescent protein (*EGFP*). The primers were listed in Supplementary Table S1. The dsRNA of *CYP6DA2*, *CarFE4* and *EGFP* was added to artificial diet (sterile sucrose solution, 0.5 M) at a concentration of 150 ng/μL. The third-instar nymphs of *S. heraclei* were transferred onto the artificial diet containing dsRNA of *CYP6DA2* and *CarFE4* for rearing 2 days. The surviving insects were collected for detection of interference efficiency. The third-instar nymphs of *S. heraclei* feeding on artificial diet containing dsRNA of *EGFP* were as a control. After dsRNA feeding 1 day, the third-instar nymphs of *S. heraclei* were treated with afidopyropen at the dose of LD_50_ (Liu Y. X. et al., 2024). The mortality was checked in 48 h. Each treatment was repeated three times and contained thirty insects.

### 2.11 Statistical analysis

The statistical analysis was performed via SPSS 20.0 software (IBM Corporation). The Student’s *t*-test and Tukey’s multiple comparison test were used to compare the differences between treatments. Data were shown as mean ± standard error (SE). The *p* < 0.05 and *p* < 0.01 were considered statistically significant and very significant differences, respectively.

## 3 Results

### 3.1 Toxicity of afidopyropen to *S. heraclei*

After 48 h treatment, the LD_50_ value of afidopyropen was 0.050 ng/pest (Table 1). In further experiments, the LD_50_ dose of afidopyropen was used to evaluate its effect on *S. heraclei*.

**TABLE 1:** The toxicity of afidopyropen to *S*. *heraclei*.

Insecticide	*n*	LD_50_ (ng/pest) (95% CI)	Slope ± SE	χ2 (df)
Afidopyropen	417	0.050 (0.039–0.069)	1.261 ± 0.175	4.162 (3)

*n*, number of insects assayed. CI, confidence interval; SE, standard error. χ2, Chi-square value. df, degrees of freedom.

### 3.2 Effect of afidopyropen on the detoxification enzymes of *S. heraclei*

The relative level of P450 activity in *S. heraclei* was remarkably increased by 2.60-fold under afidopyropen treatment at 48 h compared to the control (Figure 1A). The relative level of CarE activity was remarkably increased by 4.86-fold under afidopyropen treatment at 48 h compared to the control (Figure 1B). The relative level of GST activity was significantly decreased under afidopyropen treatment at 48 h compared to the control (Figure 1C).

**FIGURE 1:**
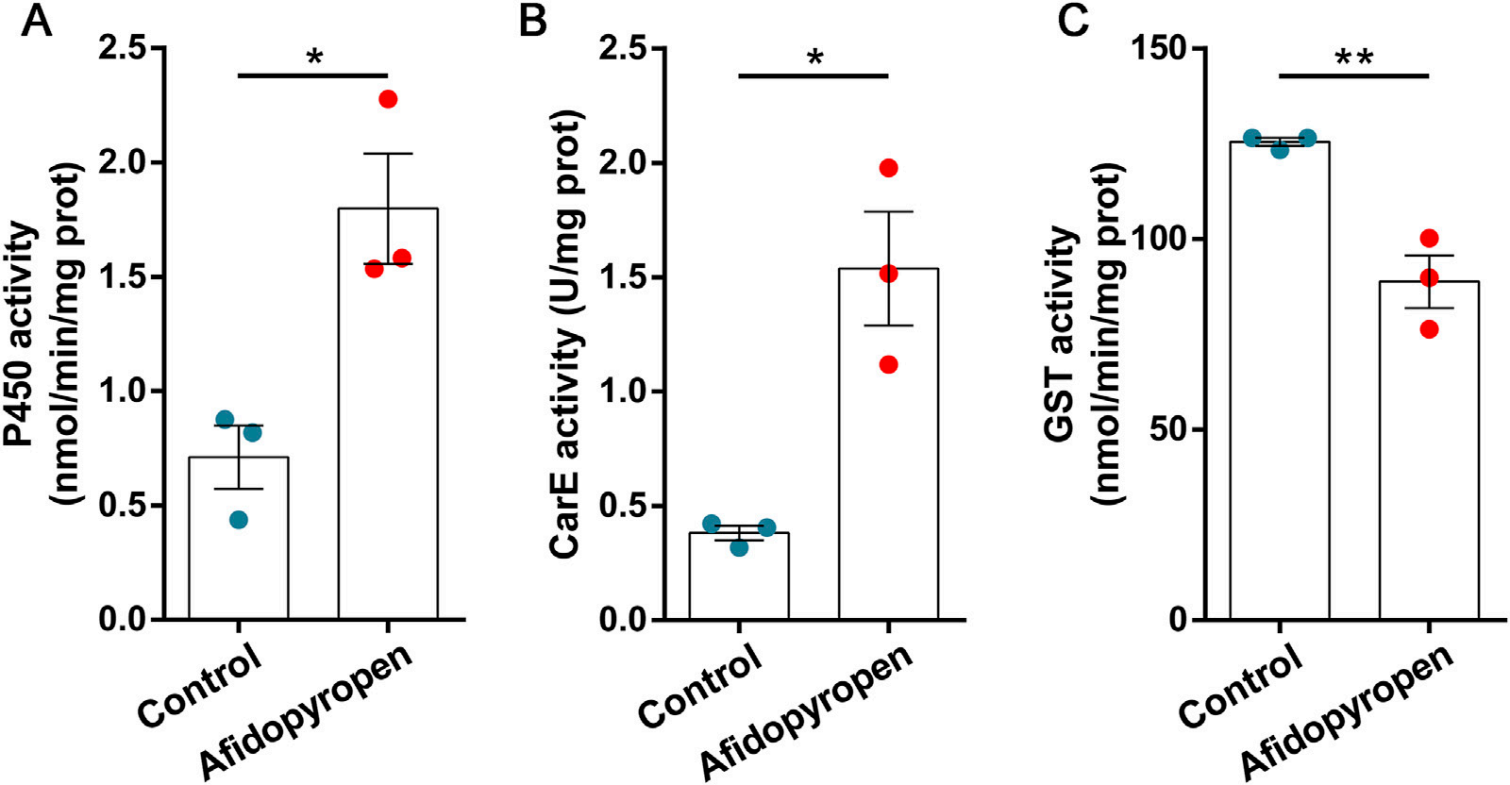
Detoxification enzyme activity in *S. heraclei* after afidopyropen treatment. **(A)** MFO activity after treatment of afidopyropen. **(B)** CarE activity after treatment of afidopyropen. **(C)** GST activity after treatment of afidopyropen. The asterisk (*) and asterisks (**) indicate significant differences with *p* < 0.05 and *p* < 0.01 compared to control group.

### 3.3 Synergistic effects of PBO, TPP and DEM on the mortality of *S. heraclei*

After PBO treatment, the mortality of *S. heraclei* was significantly increased by 1.41-fold under afidopyropen treatment compared to the control (Figure 2A). After TPP treatment, the mortality of *S. heraclei* was significantly increased by 1.24-fold under afidopyropen treatment compared to the control (Figure 2B). After DEM treatment, there was no significant synergistic effect on the mortality of *S. heraclei* treated with afidopyropen compared to the control (Figure 2C).

**FIGURE 2:**
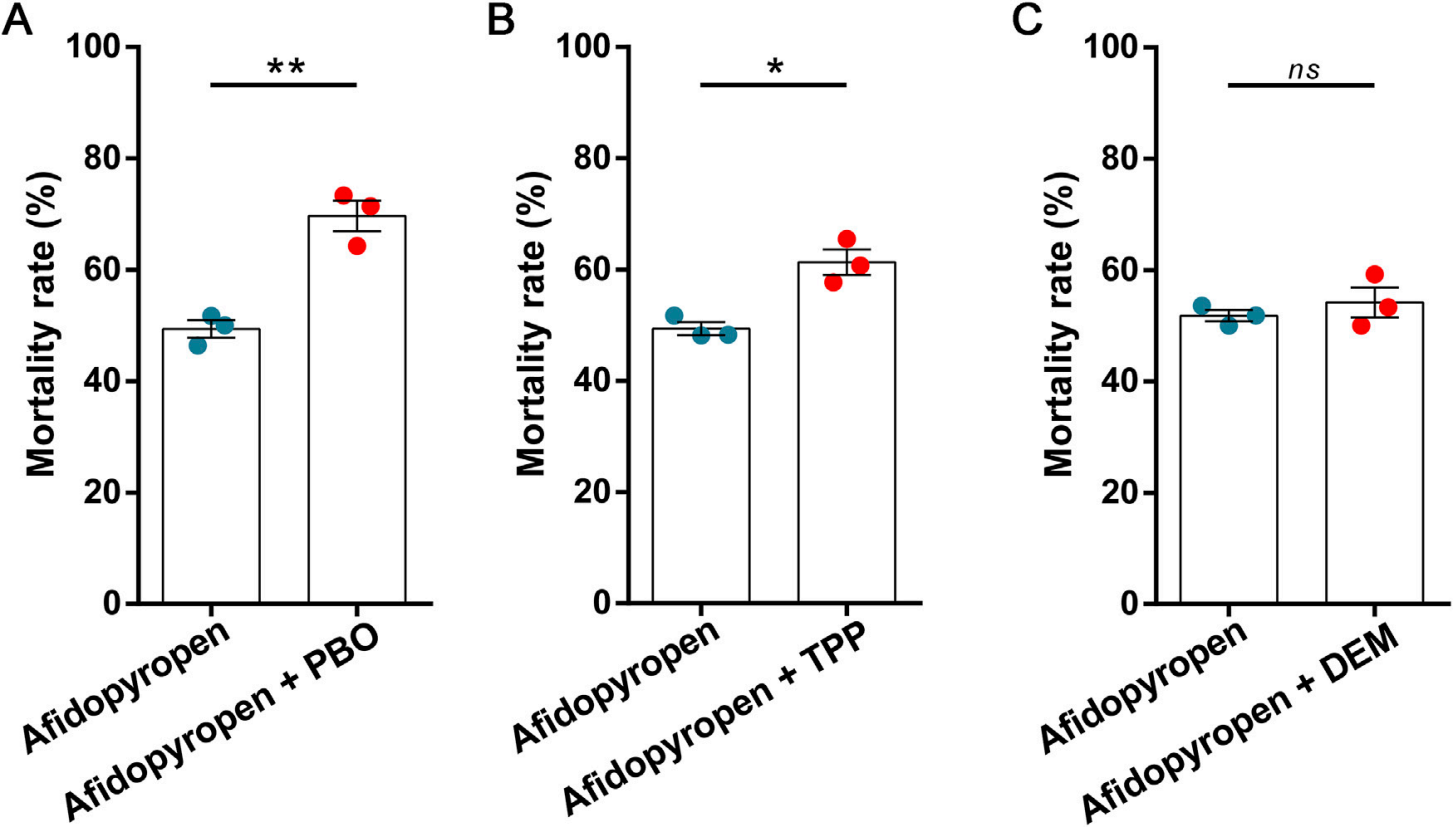
Effects of synergists on mortality of *S. heraclei* under afidopyropen treatment. **(A)** The synergism of PBO on *S. heraclei* mortality after treatment of afidopyropen. **(B)** The synergism of TPP on *S. heraclei* mortality after treatment of afidopyropen. **(C)** The synergism of DEM on *S. heraclei* mortality after treatment of afidopyropen. The asterisk (*) and asterisks (**) indicate significant differences with *p* < 0.05 and *p* < 0.01 compared to afidopyropen group. The *ns* represents no significant difference.

### 3.4 Overall analysis of transcriptome data

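Third-instar nymphs of *S. heraclei* were compared 48 h after topical treatment, in 3 control samples treated with acetone and 3 samples treated with afidopyropen at 0.05 ng per insect. In the paper's bioassay, DMSO served to dissolve afidopyropen before dilution in acetone, and no DMSO is named for the control. An effect of the solvent was not tested apart from that of the insecticide. Each sample was a pool of 30 insects that had received a droplet of 50 nL, and the paper collected the nymphs that survived the insecticide. The p-values below therefore measure the spread between pools of insects. The paper assembled the reads *de novo* with Trinity and CD-HIT, aligned them with Bowtie2 and calculated expression with RSEM. The values used here are the FPKM that the authors deposited for each unigene and each sample, given to 2 decimals, which are scaled for unigene length and sequencing depth. The total count of each sample is not given by FPKM, and the clean reads in the paper's Table S2 ranged from 21210000 to 22130000 per sample. The FPKM of all unigenes summed to 711107 ± 3786 (SD, n = 3) in the control and to 693233 ± 2976 (SD, n = 3) under afidopyropen treatment, so every control sum was above every afidopyropen sum (exact permutation test, two-sided, p = 0.1, the smallest p that 3 samples against 3 allow). The most abundant unigene took from 4.83% to 6.87% of the sum in a sample. Differences were tested on log2(FPKM + 0.5) with limma, which understates the change of unigenes of low FPKM, for unigenes with a mean of at least 0.5 FPKM over the 6 samples. Values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 was called a change.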

A total of six samples were sequenced, yielding an average of 21, 925, 000 clean reads. The clean reads ratio was greater than 95.00%. The data quality evaluation showed that the Q20 values of the six samples were greater than 96.00%, and the Q30 values were greater than 89.50% (Supplementary Table S2), indicating good data quality. The clean reads were finally assembled into 62,844 unigenes, with an average length of 1,486 bp, N50 length 2,829 bp, N70 length 1,804 bp, and GC percentage counting range from 33.13% to 33.56% (Supplementary Table S3).

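The deposited values covered 57382 unigenes, of which 24 were listed at 0 in all 6 samples. Unigenes above 0 numbered 47495 ± 112 (SD, n = 3) in the control samples and 46608 ± 599 (SD, n = 3) in the afidopyropen samples, a difference that 3 samples against 3 cannot bring below p = 0.1 in an exact permutation test. Among the unigenes above 0, the median ranged from 2.46 to 2.59 FPKM across the samples. A total of 4224 unigenes were above 0 in a single sample, at a median of 4.66 FPKM, and 2719 of them passed the filter on low values. The unigene IDs end in one of 6 suffixes, with 8666 to 11279 unigenes for each suffix. None of the IDs matched the gene table of the *S. heraclei* assembly ASM4611911v1, so gene names were taken from Table 2 of the paper alone.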

The number of unigenes in the range of sequence length from 200 nt to 300 nt was the largest (11,818), and the number of unigenes with sequence length ≥3,000 nt was the second (9,618) (Supplementary Figure S1A). In order to ensure the rationality and reliability of samples and the repeatability of biological experiment, correlation analysis and principal component analysis were performed on six samples before differential gene analysis. The correlation coefficients of the six samples were all above 96.80%, indicating that the gene expression levels of the six samples were very similar (Supplementary Figure S1B). 

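Across unigenes, the Pearson correlation of FPKM was lowest between a control and an afidopyropen sample, at 96.8%, and unigenes are not independent replicates. Pairs of afidopyropen samples lay between 99.96% and 99.98%, pairs of control samples between 98.5% and 99.9%, and the 9 pairs of 1 control and 1 afidopyropen sample between 96.8% and 98.3%. The 10 most abundant unigenes, which held 10.5% to 12.7% of the FPKM in a sample, weighed on these values. Without them the pairs between groups had correlations of 0.870 to 0.886, against 0.997 to 0.998 within the control and 0.998 to 0.999 within the afidopyropen samples. On log2(FPKM + 0.5), the pairs between groups lay between 0.775 and 0.784, and the pairs within a group between 0.819 and 0.826. The Spearman coefficients were 0.674 to 0.684 between groups and 0.733 to 0.737 within a group.

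**Figure D1:**
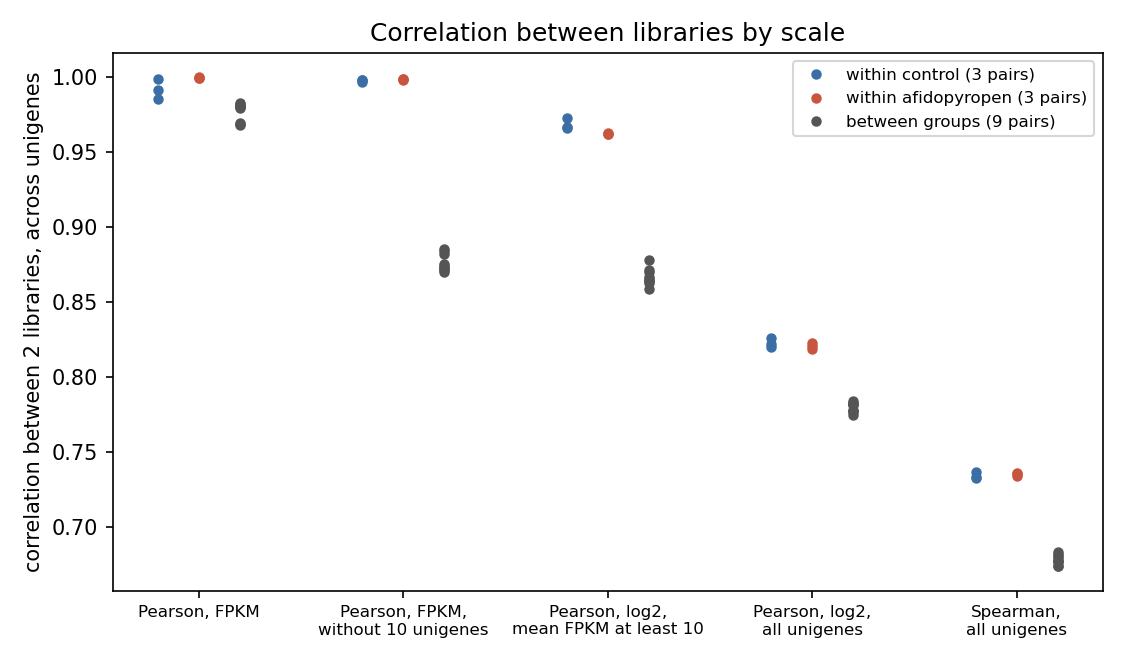
Correlation between each pair of libraries across unigenes, on the vertical axis without a unit, for 5 ways of calculating it on the horizontal axis. Points are pairs of control samples, pairs of afidopyropen samples and pairs between the groups, and the lowest point of each set is a pair between groups, such as 0.674 for the Spearman coefficient.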

The principal component analysis demonstrated that the percentage value of PC1 was 98.71% and PC2 was 1.04%. This indicates that the repeatability of intra-group samples was good, the data similarity was high, the discrimination between groups was good, and there were no outlier samples (Supplementary Figure S1C).

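With the unigenes as observations and the 6 samples as variables, as the princomp function takes them, the first component of the FPKM held 98.8% of the variance and the second 0.988%. All 6 samples loaded on the first component in the same direction, with loadings of 0.339 to 0.441, so it followed the abundance of the unigenes. The second component had loadings of -0.466 to -0.365 in the control samples and of 0.387 to 0.405 in the afidopyropen samples, and thus parted the groups. With the correlation matrix of the samples in place of the covariance matrix, the shares were 98.7% and 1.04%. With log2(FPKM + 0.5), they were 83.1% and 5.07%. With the samples as observations and each unigene centred, the shares were 30.0% and 18.0% on the log2 scale. From the components, the paper concludes that the replicates were repeatable and the groups distinct, with no outlier sample.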

### 3.5 Functional annotation and analysis of differentially expressed genes (DEGs)

Through the Blastx homology search, a total of 12,600 unigenes matched entries in the NR database. Most of them shared homology with Hemiptera, such as *Diuraphis noxia* (37.14%), *Acyrthosiphon pisum* (26.73%), *M. persicae* (13.82%), *Aphis glycines* (8.60%) and *Aphis craccivora* (7.11%) (Figure 3A). 

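Afidopyropen treatment was accompanied by changes in 9308 of the 51749 unigenes tested, of which 4241 were higher and 5067 lower than in the control at an adjusted p under 0.05 from limma. Which direction held more calls depended on the scaling between samples, with 4660 higher and 4601 lower under median-of-ratios scaling and 4813 higher and 4518 lower under quantile normalization. The median size of a change was 0.69 on the log2 scale, with quartiles of 0.43 and 1.12, and 2805 unigenes changed by at least 1, of which 1325 rose and 1480 fell. Among the largest changes, Unigene24083-S2 was listed at 0 in the 3 control samples and at 31.15, 40.51 and 43.78 FPKM in the afidopyropen samples. Unigene22911-S2 was listed at 0 in the control samples and at 14.83, 23.51 and 18.7 FPKM in the afidopyropen samples. In the other direction, Unigene15993-S3 was at 62, 60.65 and 61.13 FPKM in the control samples and at 0 in the afidopyropen samples. Unigene16114-S1 was at 33.61, 95.11 and 68.82 FPKM in the control samples and at 0 in the afidopyropen samples. These 4 unigenes were picked by a fixed rule of size, and the deposited values do not pair them with gene names. At a mean of at least 10 FPKM, 26 unigenes were above 0 throughout 1 group and at 0 throughout the other. Another split of the 6 samples into 3 and 3 gave up to 20, by a definition chosen after a first count was seen. At a mean of at least 1 FPKM, these counts were 614 and 283. Of the 10 unigenes ranked in each direction, 9 of the higher ones have IDs that end in S2, S5 or S6, and all 10 of the lower ones in S1, S3 or S4, a grouping made after the values were seen. Whether the suffix marks the sample a unigene was assembled from stays open. The groups did not overlap for 18468 of the tested unigenes, or 35.7%. Chance gives 10% for values without ties, and no more than that where values tie, such as at 0. The count of changed unigenes was 6156 when limma's variance was not allowed to follow the mean, and 5105 at an adjusted p under 0.01.

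**Figure D2:**
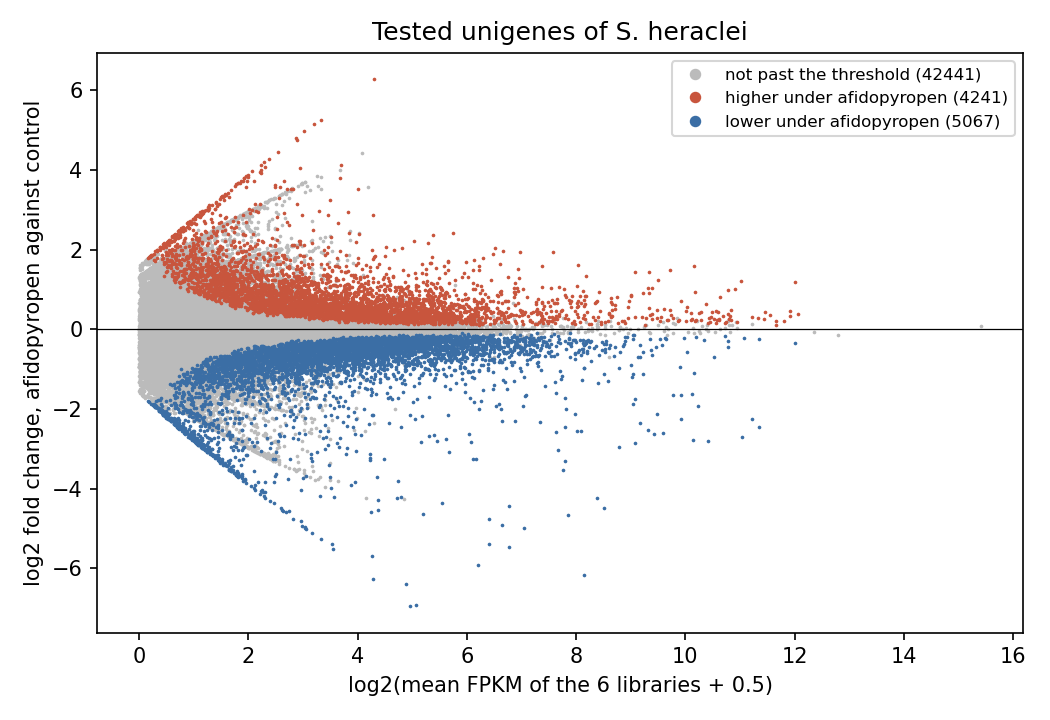
Log2 fold change of afidopyropen against control, on the vertical axis, against log2(mean FPKM of the 6 libraries + 0.5), on the horizontal axis. Each point is 1 of the 51749 tested unigenes, and the colours mark the 4241 that were higher, the 5067 that were lower and those that did not pass the test.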

To identify DEGs associated with afidopyropen treatment, DESeq method was used to analyze the DEGs between control and treatment group samples, and a total of 11,144 DEGs were detected, of which 5,887 were upregulated and 5,257 were downregulated (Figure 3B). 

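The samples of each treatment lay closer to one another than to those of the other treatment when all tested unigenes were used. The Euclidean distance of log2(FPKM + 0.5) averaged 267.9 between control samples, 270.5 between afidopyropen samples and 300.4 between groups. The largest distance within a group was 274.2, and the smallest between groups was 295.2. Complete-linkage clustering gave 2 clusters that matched control and afidopyropen. The mean distance between groups exceeded that within groups by 31.3, the highest of the 10 ways to split the 6 samples into 3 and 3 (exact permutation test, p = 0.1, the smallest p this design allows).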

A heat map of differential gene expression showed a clear visual comparison of DEGs under afidopyropen treatment (Figure 3C).

**FIGURE 3:**
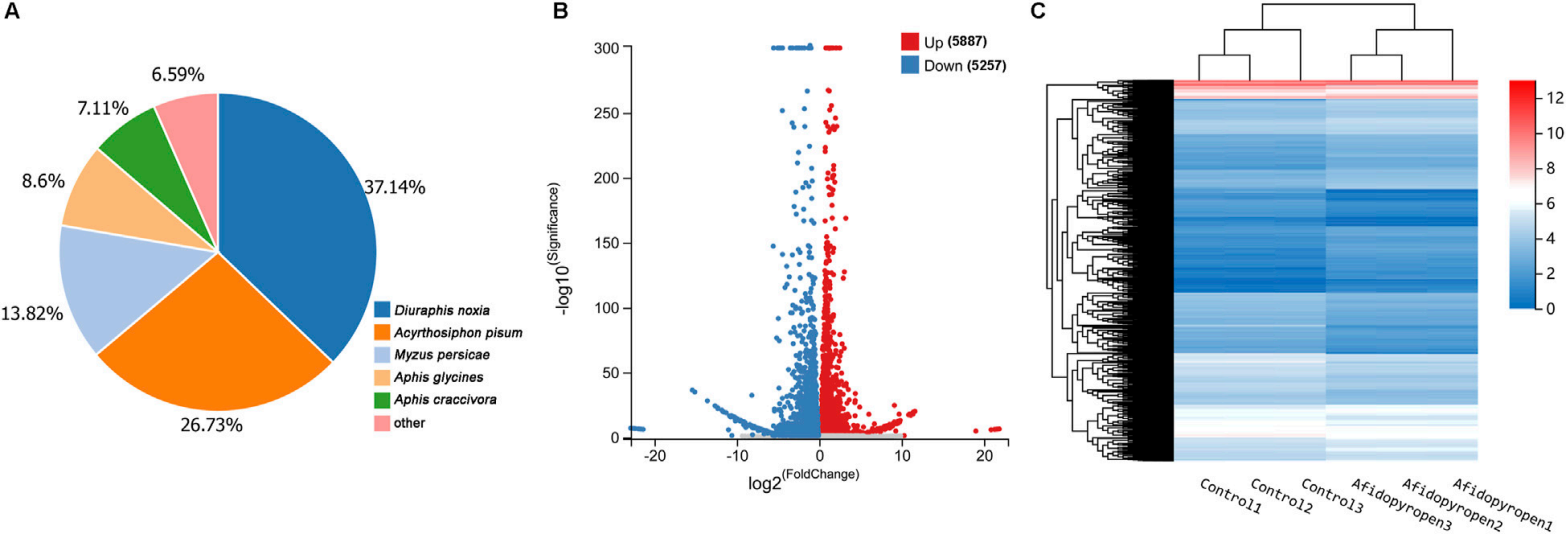
Differential gene expression analysis of *S. heraclei* in response to afidopyropen treatment. **(A)** Species distributions of top blastx matches to Nr database. **(B)** Number of up- and downregulated DEGs and volcano plot of DEGs in afidopyropen exposure. **(C)** Heatmap of DEGs between afidopyropen and control.

To further elucidate the biological functions and metabolic pathways of 11,144 DEGs, the biological processes and metabolic pathways of these unigenes were classified using the GO database and KEGG database. According to the GO analysis results, a total of 23 biological processes, 14 cell components and 9 molecular function catalogues were gathered. In biological processes, most DEGs were involved in “cellular process” (3,120), “metabolic process” (2,513), “biological regulation” (1,938) and “biological regulation” (1,785). In the cell component, the number of “cells” was 3,350, the number of “cell parts” was 3,350 and the number of “organelle” was 2,762. In terms of the molecular function catalogs, most GO terms were involved in “binding” (2,803) and “catalytic activity” (1,908) (Supplementary Figure S2A). These data indicated that many biological processes, organelles, and molecular functions were involved in the response of *S. heraclei* to afidopyropen. KEGG pathway analysis, according to the results of these unigenes involved five metabolic pathways, including Cellular the Processes, Environmental Information Processing, Genetic Information Processing, Metabolism and Organismal Systems. In the end, a total of 1,605 unigenes related to metabolism, including Amino acid metabolism, Biosynthesis of other secondary metabolites, Carbohydrate metabolism, Energy metabolism, Global and overview maps, Glycan biosynthesis and metabolism, Lipid metabolism, Metabolism of cofactors and vitamins, Metabolism of other amino acids, Metabolism of terpenoids and polyketides, Nucleotide metabolism, and Xenobiotics biodegradation and metabolism (Supplementary Figure S1B). Analysis of the top 20 KEGG pathways showed that the metabolism was significantly enriched in seven pathways including “Biosynthesis of amino acids”, “Selenocompound metabolism”, “Nitrogen metabolism”, Citrate cycle (TCA cycle)”, “Tyrosine metabolism”, “Ether lipid metabolism” and “2-Oxocarboxylic acid metabolism”. The genetic information processing was enriched in five pathways including “Ribosome”, “Nucleocytoplasmic transport”, “Spliceosome”, “Proteasome” and “Ubiquitin mediated proteolysis”. The cellular processes pathway was enriched in four pathways including “Apoptosis”, “Apoptosis–fly”, “Mitophagy–animal” and “Autophagy–animal”. The organismal systems pathway was enriched in three pathways including “Antigen processing and presentation”, “Renin secretion” and “Fat digestion and absorption”. The environmental information processing was enriched in one pathway including “Hedgehog signaling pathway–fly” (Supplementary Table S4).

### 3.6 Identification and screening of differentially expressed P450 and CarE genes

A total of sixteen P450 genes were identified in the transcriptome of *S. heraclei*, including four in Mito clade, six in CYP2 clade, five in CYP3 clade and one in CYP4 clade. In addition, three CarE genes were identified, including *CarFE4*, *CarE6* and *CarE4* (Table 2).

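The 16 P450 genes of Table 2 were found by the paper in the transcriptome of these same samples. Several of them did not pass the test between treatments. Within the Mito clade, *CYP315A1*, an enzyme of ecdysteroid synthesis, was at 1.62 ± 0.747 FPKM (SD, n = 3) in the control and 2.03 ± 0.526 FPKM (SD, n = 3) under afidopyropen treatment, and its values overlapped between groups. In the CYP2 clade, *CYP15A1*, an epoxidase of juvenile hormone synthesis, was at 2.83 ± 0.208 FPKM (SD, n = 3) and 2.87 ± 0.115 FPKM (SD, n = 3). In the CYP3 clade, *CYP6DB1* was at 15.7 ± 0.389 FPKM (SD, n = 3) and 16.7 ± 0.0971 FPKM (SD, n = 3), and *CYP6DD1* at 11.2 ± 0.429 FPKM (SD, n = 3) and 10.9 ± 0.460 FPKM (SD, n = 3). The only CYP4 gene, *CYP4CH1*, was at 1.54, 0.91 and 1.8 FPKM in the control samples and at 0, 1.58 and 0.89 FPKM in the afidopyropen samples.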

**TABLE 2:** Summary of the P450 and CarE genes identified from the transcriptome of *S*. *heraclei*.

Name	Gene Id	Identification	ORF (bp)	Species	Acc. Number	Score	*E*-value
P450s (Mito)	Unigene9860-S1	*CYP301A1*	1,579	*Acyrthosiphon pisum*	XP_001948959.2	1,056	0.00
	Unigene16067-S1	*CYP302A1*	1,510	*Diuraphis noxia*	XP_015365256.1	992	0.00
	Unigene29672-S5	*CYP314A1*	1,561	*Aphis craccivora*	QQL12330.1	949	0.00
	Unigene21790-S3	*CYP315A1*	1,360	*Diuraphis noxia*	XP_015380369.1	874	0.00
P450s (CYP2)	Unigene34833-S2	*CYP15A1*	1,483	*Sitobion avenae*	QRY28570.1	874	0.00
	Unigene9273-S4	*CYP18A1*	1,540	*Diuraphis noxia*	XP_015366692.1	1,053	0.00
	Unigene32818-S3	*CYP303A1*	1,501	*Diuraphis noxia*	XP_015370810.1	940	0.00
	Unigene37168-S1	*CYP305E1*	1,450	*Diuraphis noxia*	XP_015375411.1	988	0.00
	Unigene13207-S4	*CYP306A1*	1,480	*Diuraphis noxia*	XP_015366684.1	973	0.00
	Unigene11373-S6	*CYP307A2*	1,651	*Diuraphis noxia*	XP_015369329.1	1,011	0.00
P450s (CYP3)	Unigene856-S6	*CYP6DA2*	1,369	*Rhopalosiphum padi*	XP_060849315.1	853	0.00
	Unigene23366-S4	*CYP6CY77*	1,543	*Myzus persicae*	XP_022172415.1	1,007	0.00
	Unigene9368-S3	*CYP6DD1*	1,540	*Diuraphis noxia*	XP_015366629.1	978	0.00
	Unigene30067-S3	*CYP6YC1*	1,435	*Diuraphis noxia*	XP_015372631.1	829	0.00
	Unigene35198-S6	*CYP6DB1*	1,543	*Diuraphis noxia*	XP_015368356.1	1,047	0.00
P450s (CYP4)	Unigene24630-S4	*CYP4CH1*	1,579	*Diuraphis noxia*	XP_015369452.1	1,013	0.00
CarEs	Unigene16527-S4	*CarFE4*	1,699	*Myzus persicae*	XP_022165543.1	1,079	0.00
	Unigene22518-S6	*CarE6*	1,696	*Diuraphis noxia*	XP_015373999.1	1,100	0.00
	Unigene16516-S4	*CarE4*	646	*Metopolophium dirhodum*	XP_060878842.1	347	5E-115

To identify potential P450 and CarE genes which involved in afidopyropen susceptibility, we examined the expression induction of sixteen P450 genes and three CarE genes using RT-qPCR after afidopyropen treatment. After afidopyropen treatment, eleven P450 genes were significantly upregulated, including one in Mito clade, six in CYP2 clade, three in CYP3 clade and one in CYP4 clade, among which *CYP6DA2* in CYP3 clade was the most significant (Figure 4). Two CarE genes *CarFE4* and *CarE6* were significantly upregulated, of which *CarFE4* was the most significant (Figure 4).

**FIGURE 4:**
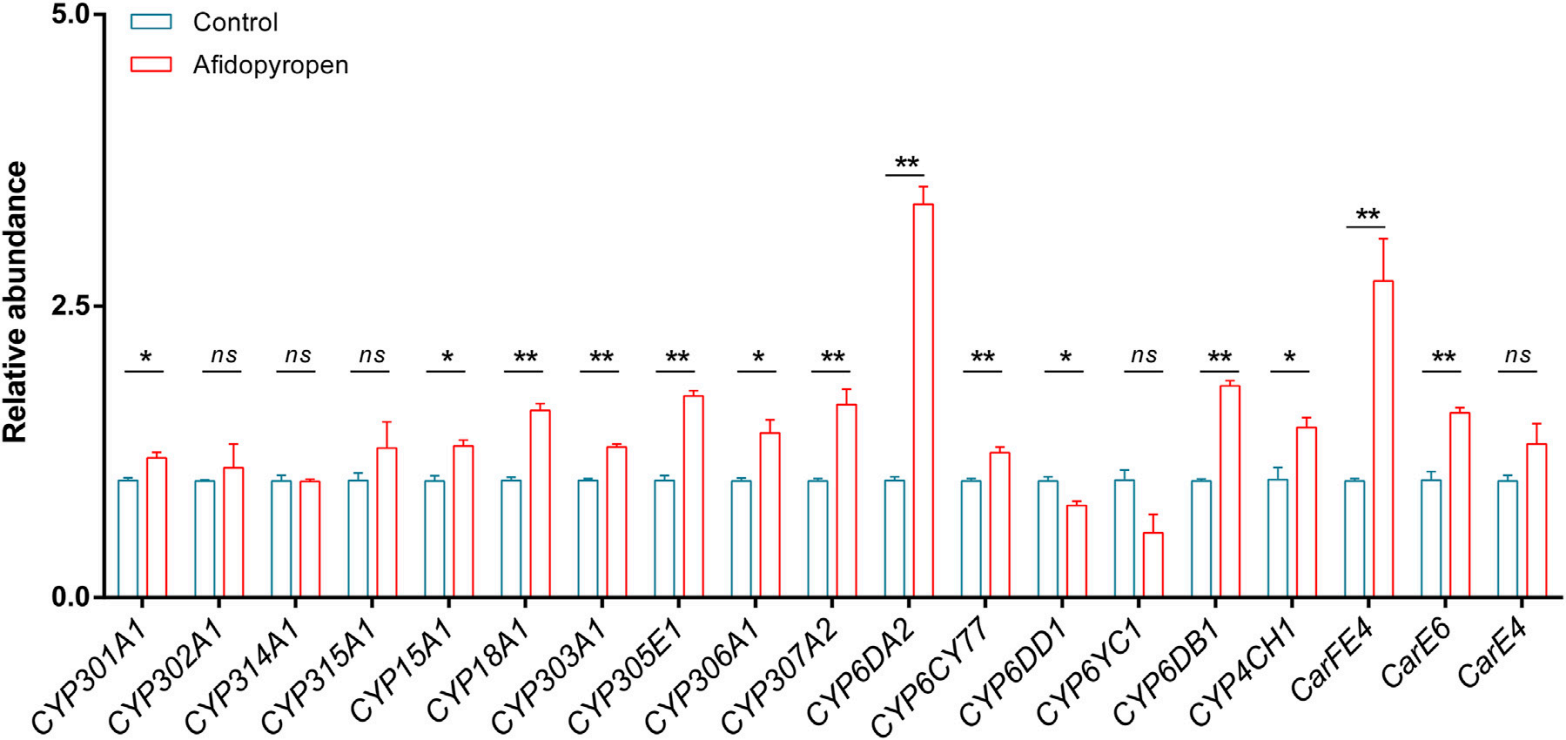
Screening of differentially expressed P450 and CarE genes by RT-qPCR analysis. The asterisk (*) and asterisks (**) indicate significant differences with *p* < 0.05 and *p* < 0.01 compared to control group. The *ns* represents no significant difference.

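Of the 16 P450 genes, 4 were higher under afidopyropen treatment, 5 were lower and 7 did not pass the test at an adjusted p under 0.05 from limma, against 5 higher and 6 lower when adjusted over the list alone. The list for this adjustment holds all 19 P450 and CarE genes of Table 2. The paper found these genes by annotation in the transcriptome of these samples. Since the changes of some of them in Table S5 had been seen, the second count is not independent evidence. In the CYP2 clade, 3 of 6 genes rose and 1 fell. *CYP307A2*, an enzyme of early ecdysteroid synthesis, rose from 4.14 ± 0.315 FPKM (SD, n = 3) to 9.30 ± 0.566 FPKM (SD, n = 3), a log2 fold change of 1.08 (standard error 0.095, adjusted p = 0.000609 from limma). *CYP18A1*, which inactivates the active moulting hormone, rose from 15.2 ± 1.42 FPKM (SD, n = 3) to 26.2 ± 0.851 FPKM (SD, n = 3), with a log2 fold change of 0.77 (adjusted p = 0.000854 from limma). *CYP306A1*, a hydroxylase of ecdysteroid synthesis, had a log2 fold change of 0.46 (adjusted p = 0.0247 from limma). *CYP303A1* fell from 44.8 ± 2.50 FPKM (SD, n = 3) to 24.9 ± 1.13 FPKM (SD, n = 3), with a log2 fold change of -0.83 (adjusted p = 0.000218 from limma). In the Mito clade, 3 of 4 genes fell and none rose. *CYP301A1* fell from 19.02 ± 0.944 FPKM (SD, n = 3) to 8.34 ± 0.696 FPKM (SD, n = 3), a log2 fold change of -1.15 (adjusted p = 0.000231 from limma). *CYP302A1* and *CYP314A1*, hydroxylases of late ecdysteroid synthesis, had log2 fold changes of -0.80 and -0.58 (adjusted p = 0.0220 and 0.0191 from limma). Of the CYP3 and CYP4 genes, *CYP6CY77* rose, with a log2 fold change of 0.39 (adjusted p = 0.0385 from limma), and *CYP6YC1* fell, with one of -0.65 (adjusted p = 0.00381 from limma). *CYP6DA2* was at 0.82 ± 0.195 FPKM (SD, n = 3) in the control and 1.83 ± 0.108 FPKM (SD, n = 3) under afidopyropen treatment. Its log2 fold change was 0.83 (standard error 0.261, adjusted p = 0.0810 from limma, and 0.0297 when adjusted over the list alone). All 3 afidopyropen values lay above all 3 control values, and the gene was called, at an adjusted p of 0.0278, when limma's variance was not allowed to follow the mean. In that setting *CYP6CY77* was not called (adjusted p = 0.101 from limma). With the replicate number as a block, the calls of *CYP6CY77*, *CYP306A1*, *CYP302A1* and *CYP314A1* were lost (adjusted p = 0.120, 0.0803, 0.0782 and 0.0643 from limma). *CYP305E1* had a log2 fold change of -0.43 (adjusted p = 0.0850 from limma, and 0.0263 without afidopyropen replicate 1). By clade, none of the lists passed limma's camera test. The Mito clade came nearest, at an unadjusted p of 0.0183 and an adjusted p = 0.110, or adjusted p = 0.448 with an estimated correlation. By limma's fry, which does not compare a list with other genes, the Mito clade (lower, adjusted p = 0.00078) and the CYP2 clade (higher, 0.00268) passed. All 16 P450 genes (lower) and the ecdysteroid synthesis genes (higher) also passed, each at an adjusted p of 0.00437 from fry. Both lists, like the CYP2 clade, held genes that rose and genes that fell. The 16 genes together had a median log2 fold change of -0.01 and a mean of -0.08, and of the 5 genes of ecdysteroid synthesis 2 rose and 2 fell. Leaving out control replicate 2 or 3, or afidopyropen replicate 2 or 3, left 2 genes higher, and leaving out control replicate 2 or 3 or afidopyropen replicate 2 left 3 lower. The call of *CYP302A1* was lost in each of the 6 fits that left out 1 sample. The calls of *CYP314A1*, *CYP306A1* and *CYP6CY77* were lost without control replicate 2, control replicate 3 or afidopyropen replicate 2, those of *CYP314A1* and *CYP306A1* also without afidopyropen replicate 1, and those of *CYP306A1* and *CYP6CY77* also without afidopyropen replicate 3.

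**Figure D3:**
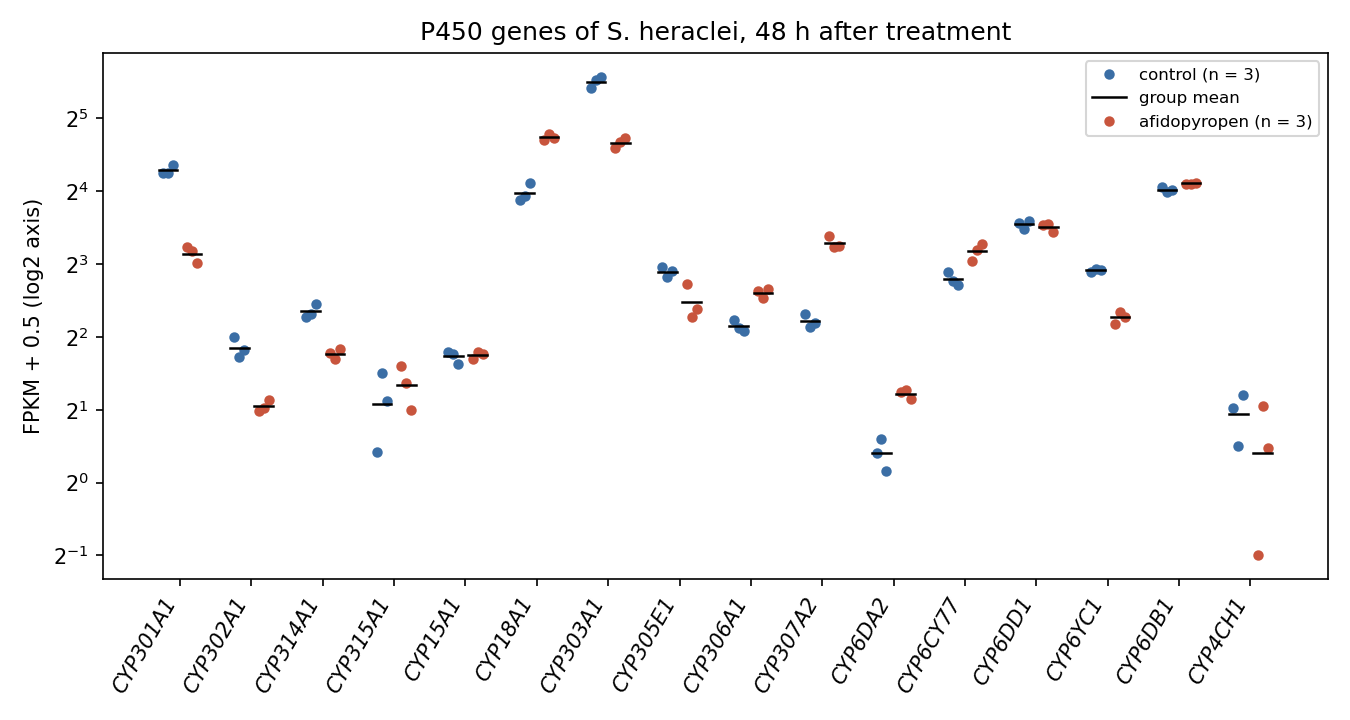
FPKM + 0.5 of the 16 P450 genes, on a log2 vertical axis, with the genes of Table 2 along the horizontal axis. Points are the 3 control and the 3 afidopyropen samples and bars the group means, such as 4.14 and 9.30 FPKM for *CYP307A2*.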

In the transcriptome of *S. heraclei*, the expression of up-regulated P450 genes included *CYP18A1*, *CYP306A1*, *CYP307A2*, *CYP6DA2*, and *CYP6CY77*, and the expression of downregulated P450 genes included *CYP301A1* and *CYP303A1* (Supplementary Table S5). 

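Of the 3 CarE genes, 1 was higher under afidopyropen treatment and 2 did not pass the test, with the same counts when adjusted over the list of 19 P450 and CarE genes alone. *CarE4* was at 9.91 ± 1.65 FPKM (SD, n = 3) in the control and 13.9 ± 0.371 FPKM (SD, n = 3) under afidopyropen treatment, a log2 fold change of 0.48 (standard error 0.122, adjusted p = 0.0413 from limma). *CarFE4* was at 25.7 ± 2.53 FPKM (SD, n = 3) and 23.1 ± 1.40 FPKM (SD, n = 3), a log2 fold change of -0.15 (standard error 0.0829, adjusted p = 0.288 from limma). *CarE6* was at 6.83 ± 0.431 FPKM (SD, n = 3) and 6.85 ± 0.555 FPKM (SD, n = 3), with an adjusted p of 0.991 from limma. The call of *CarE4* was lost, at an adjusted p of 0.0791 to 0.118 from limma, without control replicate 1 or any 1 of the 3 afidopyropen replicates, at 0.113 when limma's variance was not allowed to follow the mean, and at 0.0538 with the replicate number as a block. As a list, the CarE genes did not pass limma's camera test (adjusted p = 0.773).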

There was no difference in the transcriptome for the CarE genes.

### 3.7 *CYP6DA2* and *CarFE4* affect the susceptibility of *S. heraclei* to afidopyropen

To further explore the functions of *CYP6DA2* and *CarFE4*, we examined the expression of these two genes in *S. heraclei* at different developmental stages after treatment with afidopyropen. The results demonstrated that *CYP6DA2* and *CarFE4* were expressed in all five stages, from the first-instar larvae to the adult stage, following treatment with the drug. The highest expression of *CYP6DA2* was observed in the adult stage, followed by the fourth-instar larvae stage. The expression of *CYP6DA2* was observed to be relatively low in the second and third-instar larval stages, with the lowest expression observed in the second-instar stage (Figure 5A). The highest levels of *CarFE4* expression were observed in the adult stage, followed by the first and fourth-instar stages. Conversely, relatively low levels of *CarFE4* expression were noted in the second and third-instar stages, with the lowest levels observed in the second-instar stage (Figure 5B). To verify the role of *CYP6DA2* and *CarFE4* in the sensitivity of *S. heraclei* to afidopyropen, we disrupted these two genes, and the results showed that the relative abundance of *CYP6DA2* and *CarFE4* (Figures 5C, D) genes was significantly reduced in the disrupted *S. heraclei* compared with the ds*EGFP* group. Further bioassay results indicated that downregulation of *CYP6DA2* and *CarFE4* (Figures 5E, F) expression significantly increased the mortality of *S. heraclei* after afidopyropen treatment.

**FIGURE 5:**
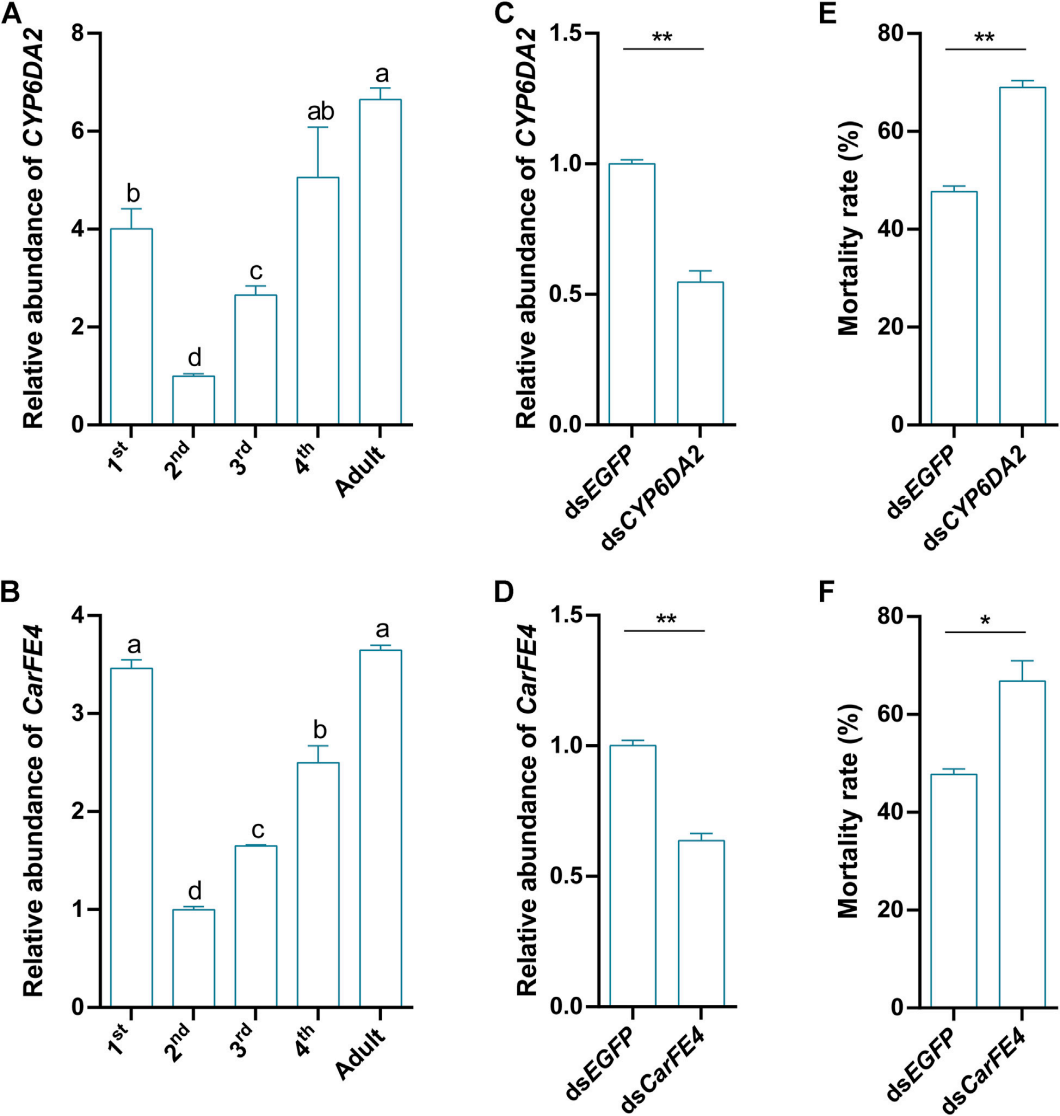
Functional analysis of *CYP6DA2* and *CarFE4* by RNAi and their expression patterns in *S. heraclei*. **(A)** The expression patterns of *CYP6DA2* at different developmental stages. **(B)** The expression patterns of *CarFE4* at different developmental stages. **(C)** Relative abundance of *CYP6DA2* in *S. heraclei* at 2 days after feeding dsRNA. **(D)** Relative abundance of *CarFE4* in *S. heraclei* at 2 days after feeding dsRNA. **(E)** Mortality rate of *S. heraclei* fed *dsCYP6DA2* treated with LD_50_ concentrations of afidopyropen for 48 h. **(F)** Mortality rate of *S. heraclei* fed *dsCarFE4* treated with LD_50_ concentrations of afidopyropen for 48 h. The asterisk (*) and asterisks (**) indicate significant differences with *p* < 0.05 and *p* < 0.01 compared to control group. The letters a, b, c, and d present significant differences (*p* < 0.05) of the expression.

## 4 Discussion

At present, chemical control is an important mean to manage aphids, which is simple and fast, but with the repeated use of chemical insecticides, insecticide residues and insecticide resistance have gradually become a major challenge to be solved (Silva et al., 2012; Field et al., 2017). Afidopyropen is a highly targeted and environmentally friendly insecticide with no cross-resistance to other insecticides (Ding et al., 2024), and is an important tool for integrated field management or resistance management of piercing-sucking mouthparts pests such as aphids, whitefly and leafhoppers. Understanding the detoxification mechanism of afidopyropen by pests is very important for the scientific use of afidopyropen in the field.

Metabolic resistance is one of the main mechanisms of insecticide resistance in field pests (Hemingway, 2000). The enhanced activity of detoxifying enzymes is an important line of defense against insecticides, and the main enzymes involved are P450, CarE and GST (Paula et al., 2020). Previous studies have shown that single insecticide could not induce the activity of all detoxification enzymes, such as P450 and CarE were involved in the detoxification process of *A. gossypii* to many insecticides, while GST was selectively resistant to different insecticides (Shi et al., 2023), and the activity of detoxification enzyme of *Bemisia tabaci* was different in different host plants (Guo et al., 2014). In addition, study has shown that the enhancement of P450 and CarE activity was closely related to the multiple resistance of *Laodelphax striatellus* (Gao et al., 2008). At the same time, due to the different metabolic pathways of P450 and CarE in insects and mammals, the toxicity was different, which also reflected the selective function of insecticides (Liu X. et al., 2024). The results of this study showed that after afidopyropen treatment, the activities of P450 and CarE were significantly increased, while the activity of GST was decreased. We speculated that the P450 and CarE enzymes might be involved in the detoxification process of *S. heraclei* to afidopyropen, and the direct relationship and detoxification mechanism between them were verified by synergism bioassay, but we could not deny the function of GST, which acted as a detoxification enzyme in phase II, played a late role in the detoxification process. For example, the activity of GST in *Nilaparvata lugens* was detected only 72 h after insecticide treatment (Yang B. et al., 2020). The decrease in GST activity, may be due to the fact that GST does not possess selective resistance to afidopyropen, whereas aphids, when attacked by insecticides, adjust their resources in order to survive by prioritizing the assurance of other, more critical physiological processes, with a corresponding decrease in the investment in non-emergency defense mechanisms such as GST (King and MacRae, 2015). Furthermore, it is possible that excessive oxidative stress induced by insecticides leads to a decrease in the stability of GST proteins (Hao et al., 2021; Dong et al., 2024). Chemicals and host plants affected the activity of detoxification enzymes. Different enzymes involved in the detoxification process reflected the multiplicity of insect resistance mechanisms, and the joint action of P450 and CarE might also reflect the selective insecticidal characteristics of afidopyropen. Furthermore, the metabolism of enzymes affected the efficacy of insecticides (Khan, 2020; Shakya et al., 2022), and the expression of regulatory enzymes could restore or maintain the sensitivity of insects to insecticides to a certain extent.

Transcriptome is a technology for analyzing transcripts to reveal the regulation of gene expression and to annotate its biological function (Jones et al., 2024). In the transcriptome data of this study, we found seventeen P450 genes and three CarE genes. The number of P450 and CarE genes is relatively low. This may be related to the nature of exogenous substances (Katsavou et al., 2022), the true sociality of insect species (Zhang et al., 2023), the adaptability of host plants and survival environments (Li Y. et al., 2020; Lu et al., 2023), and even the influence of sequencing techniques on transcriptional data (Yang Y. X. et al., 2020). P450 genes are divided into several families, among which CYP3 and CYP4 families are related to the detoxification metabolism of insecticides. CYP3 family is even more important genes involved in the detoxification metabolism that are unique to insects (Feyereisen, 2012; Han et al., 2022). Quantitative detection of P450 and CarE genes showed that thirteen genes were up-regulated after afidopyropen treatment, of which one-third belonged to CYP3 and CYP4 family, and the expression of *CYP6DA2* and *CarFE4* was upregulated by more than 2.5-fold. *CYP6DA2* was significantly expressed in *A. gossypii* (Peng et al., 2016) under insecticides exposure, which was consistent with our results. *CarFE4* was involved in the resistance mechanism of insects and would respond to external adverse factors (Ma et al., 2018). Under the selection of insecticides, *M. persicae* with low *CarFE4* gene level were gradually replaced by *M. persicae* with high level of *CarE4* gene (Field and Foster, 2002). At the same time, the amplification of *CarFE4* gene made *M. persicae* resistant to a variety of insecticides in the field (Tang et al., 2017). Based on this, we have reason to speculate that *CYP6DA2* and *CarFE4* play an important role in the insecticide detoxification in insects.

At the same time, the number of genes obtained from the transcriptome is so large that it is impossible to analyze its function alone, so in the course of the experiment, genes with similar functions are grouped together to form pathways, so as to realize the correlation between function and phenotype (Li et al., 2022; Kakino et al., 2023). The GO and KEGG annotations in this study showed some of the most representative biological functions and information processing pathways. The analysis of these results revealed that the pathways related to higher concentration of differentially expressed genes, mainly included carbohydrate metabolism, energy metabolism, lipid metabolism, amino acid metabolism and so on. These metabolic pathways played an important role in the daily actions, growth and development of insects (Jiang et al., 2020; Xu et al., 2022). After afidopyropen treatment, the genes in these metabolic pathways were enriched, and it was speculated that *S. heraclei* achieved metabolic detoxification of insecticides through these pathways. A large amount of energy will be generated in the process of Metabolism to provide enough power for life activities, and a large amount of reactive oxygen species (ROS) will be generated at the same time. Previous studies have reported that ROS can regulate detoxification metabolism related genes through CncC pathway to enhance the resistance of *Bactrocera dorsalis* to *β*-cypermethrin (Zeng et al., 2024). In addition, signal transduction was also a relatively enriched pathway of differentially expressed genes, which regulated various physiological activities throughout the insect’s life and was an extremely important mechanism in the organism (Meng et al., 2019), and we speculated that it also regulated the detoxification process of *S. heraclei* to afidopyropen.

In order to further verify the functions of *CYP6DA2* and *CarFE4*, we need to silence these two genes by RNAi technology (Zhou et al., 2021), and then observe the effect of afidopyropen on *S. heraclei*. Because of its simplicity and good control effect, RNAi has been widely used in gene function identification. For example, in the experiment of resistance of *A. gossypii* to plant defense substances, the mortality of *A. gossypii* was significantly increased by silencing related genes by RNAi (Ma et al., 2017). The main methods of RNAi administration are microinjection and artificial feeding. Although the artificial feeding method has its own determinations, such as the inability to accurately determine the feeding habits of insects (Jain et al., 2020), many Hemiptera insects have successfully studied the function of key genes, such as *Sitobion avenae* (Fan et al., 2015), *M. persicae* (Tariq et al., 2019), *B. tabaci* (Vyas et al., 2017), *N. lugens* (Chen et al., 2010) and so on, so the feasibility of feeding is also very high. The interference results of this study showed that the silencing of *CYP6DA2* and *CarFE4* could significantly increase the susceptibility of *S. heraclei* to afidopyropen. The results suggested that *CYP6DA2* and *CarFE4* were indeed involved in the regulation of the detoxification process of *S. heraclei* and played a key role in reducing the susceptibility of insecticides.

In order to determine the critical period of the control effect of afidopyropen on *S. heraclei*, the expression of *CYP6DA2* and *CarFE4* in *S. heraclei* at different developmental stages was detected. It has been proved that the cuticle of insects played an important role in resisting insecticides (Yan et al., 2022), and the microbiota of insects also protected insects at different developmental stages in the face of external stimuli (Huang et al., 2019). The activity of insect detoxification enzymes increased with the increase of insect development (Durak et al., 2021), which meant that with the gradual development of insects, their susceptibility to insecticides would gradually decrease. The reason for choosing the third instar nymph for most of the insect experiments is that at this time, the insects are physiologically more mature and more sensitive to environmental changes, making it easier to observe the effects of specific treatments on the insect (Kim and Roberts, 2012; Durak et al., 2021; Pers and Hansen, 2021). The body size is moderate, which is convenient for experimental operation, and it begins to show more obvious activity behavior, which is convenient for observing its behavioral pattern. Meanwhile, in the entomological study of Hemiptera, the third-instar nymph stage has been widely studied and experienced (Fan et al., 2020). The results showed that the expression of *CYP6DA2* and *CarFE4* related to detoxification was the lowest in the second- and third-instar nymphs and the highest in adults, indicating that the activity of detoxification enzyme in the second- and third-instar nymphs was low, at this time, *S. heraclei* was weak in detoxification ability to insecticides, and the control effects in these two periods might be better than those in other periods.

## 5 Conclusion

In conclusion, the results of this study can lay a foundation for further exploring the detoxification mechanism of *S. heraclei* on afidopyropen. It will also provide a theoretical basis for the rational use of afidopyropen to control aphids in the field.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE272830: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE272830.

# Supplementary material for: Two detoxification enzyme genes, CYP6DA2 and CarFE4, mediate the susceptibility to afidopyropen in Semiaphis heraclei
**Source:** Front Physiol. 2024 Dec 6;15:1478869. doi: 10.3389/fphys.2024.1478869
**Supplement:** Supplementary file 1

**Table S1.** Primers used in this study.

| Gene name | Primers | Application |
| --- | --- | --- |
| *CYP301A1-F* | CAGACCTAGAAGCGACTAA | RT-qPCR |
| *CYP301A1-R* | GCCTATGACTGGTAACATTC |  |
| *CYP302A1-F* | GACCGATTACATCACAATGG |  |
| *CYP302A1-R* | AGCGTCTCTATGTCTTCTG |  |
| *CYP314A1-F* | CGTTCACTTGGCATACAA |  |
| *CYP314A1-R* | GTAGTTCGCTGTTACTTCAT |  |
| *CYP315A1-F* | AAGAAATACCAGTTGTTAAAGG |  |
| *CYP315A1-R* | GCACCATATTGTTGATGAC |  |
| *CYP15A1-F* | TCCGCATAAATATCCAATAGG |  |
| *CYP15A1-R* | AACACTTGACCGTAACATT |  |
| *CYP18A1-F* | GACGAACGGAACATACAG |  |
| *CYP18A1-R* | TATCTCCAACAGGTAGGC |  |
| *CYP303A1-F* | AGAAGCCGTTCAGTTAGT |  |
| *CYP303A1-R* | GACCATAATGTGTTCAAGACT |  |
| *CYP305E1-F* | CCTAAGTTGTTAGCATTGATGA |  |
| *CYP305E1-R* | TGTGTTCAGCGATATTATTGG |  |
| *CYP306A1-F* | ATCCTACCGAACCTTACAA |  |
| *CYP306A1-R* | AATGCCATTCTAACCTGTG |  |
| *CYP307A2-F* | GAAGTCCTCATCACCAAC |  |
| *CYP307A2-R* | CCACGACCAATCACATAG |  |
| *CYP6DA2-F* | TTACACCCACACTGAAATC |  |
| *CYP6DA2-R* | ACGATCATCCTTCTCACTT |  |
| *CYP6CY77-F* | CTATTACGAGTTGGCTGGT |  |
| *CYP6CY77-R* | TAACGGATTGGCTGTGAA |  |
| *CYP6DD1-F* | ATGTGATGCTTAGGATGAC |  |
| *CYP6DD1-R* | CAACCGAATAACTTCTGGAT |  |
| *CYP6YC1-F* | CCTTAGGTCTCCACGATG |  |
| *CYP6YC1-R* | GACGGTAAGAGGCTCATT |  |
| *CYP6DB1-F* | CAGAGCATCATTGGTTATTCT |  |
| *CYP6DB1-R* | TGTTAATTGACCTCTCATTCG |  |
| *CYP4CH1-F* | AGCAACAGGAGAATGGTAT |  |
| *CYP4CH1-R* | GGAACACTTATATCGCACTC |  |
| *CarFE4-F* | GTCCAACACTGTCGTAAGA |  |
| *CarFE4-R* | GGTGGTTTAGCATAGGGTAT |  |
| *CarE6-F* | GTCATCAGTATCCAGTAGTAGA |  |
| *CarE6-R* | TTATTGGCTGTGCTTCCT |  |
| *CarE4-F* | AATGAATGGAACACAGAAAGT |  |
| *CarE4-R* | TAACAGTAAATTGGCGTAACAT |  |
| *β-tubulin-F* | GATGAACACGGCATTGAC |  |
| *β-tubulin-R* | GGCACGAGGTACATACTT |  |
| *ds-CYP6DA2-F* | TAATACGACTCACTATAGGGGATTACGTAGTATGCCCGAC | dsRNA synthesis |
| *ds-CYP6DA2-R* | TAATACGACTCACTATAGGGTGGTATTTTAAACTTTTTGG |  |
| *ds-CarFE4-F* | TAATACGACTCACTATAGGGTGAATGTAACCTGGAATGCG |  |
| *ds-CarFE4-R* | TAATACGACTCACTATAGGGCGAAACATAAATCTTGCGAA |  |
| ds-*EGFP-F* | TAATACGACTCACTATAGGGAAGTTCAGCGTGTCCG |  |
| ds-*EGFP-R* | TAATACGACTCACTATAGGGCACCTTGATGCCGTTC |  |

**Table S2.** Summary of the transcriptome sequencing data from the control and afidopyropen treated samples.

M, million.

| Sample | Total Raw Reads (M) | Total Clean Reads (M) | Total Clean Bases (Gb) | Q20 (%) | Q30 (%) | Clean Reads Ratio (%) |
| --- | --- | --- | --- | --- | --- | --- |
| Afidopyropen1 | 22.88 | 22.13 | 6.64 | 98.78 | 94.18 | 96.72 |
| Afidopyropen2 | 21.71 | 21.21 | 6.36 | 98.66 | 93.61 | 97.70 |
| Afidopyropen3 | 22.88 | 22.05 | 6.62 | 98.75 | 94.01 | 96.37 |
| Control1 | 22.88 | 22.04 | 6.61 | 98.72 | 93.87 | 96.33 |
| Control2 | 22.88 | 22.05 | 6.62 | 98.74 | 93.99 | 96.37 |
| Control3 | 23.04 | 22.07 | 6.62 | 98.85 | 94.50 | 95.79 |

**Table S3.** Evaluation of assembly sequences.

| Sample | Total Number | Mean Length | N50 | N70 | GC (%) |
| --- | --- | --- | --- | --- | --- |
| Afidopyropen1 | 32,542 | 1,541 | 2,658 | 1,779 | 33.38 |
| Afidopyropen2 | 31,479 | 1,565 | 2,671 | 1,800 | 33.33 |
| Afidopyropen3 | 32,285 | 1,556 | 2,660 | 1,789 | 33.34 |
| Control1 | 32,857 | 1,523 | 2,619 | 1,767 | 33.13 |
| Control2 | 32,564 | 1,508 | 2,588 | 1,728 | 33.30 |
| Control3 | 32,685 | 1,479 | 2,531 | 1,695 | 33.56 |
| All-Unigene | 62,844 | 1,486 | 2,829 | 1,804 | 32.92 |

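Table S4 lists KEGG pathways with a term gene number, a rich ratio and a q value, which the paper calculated with the phyper function, a hypergeometric test, followed by FDR correction. It has 20 pathways, of which 3 have a q value of at most 0.05, the bound the paper gives for enrichment. The deposited FPKM were not paired with pathway annotation, so the enrichment was not recalculated here.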

**Table S4.** The data of top 20 KEGG pathways.

| Pathway ID | Pathway name | Term gene number | Rich ratio | Q value |
| --- | --- | --- | --- | --- |
| ko03010 | Ribosome | 90 | 0.67 | 1.38E-07 |
| ko04612 | Antigen processing and presentation | 51 | 0.70 | 6.28E-05 |
| ko01230 | Biosynthesis of amino acids | 56 | 0.60 | 0.02 |
| ko03013 | Nucleocytoplasmic transport | 61 | 0.54 | 0.13 |
| ko03040 | Spliceosome | 103 | 0.51 | 0.13 |
| ko00450 | Selenocompound metabolism | 12 | 0.75 | 0.23 |
| ko04210 | Apoptosis | 54 | 0.53 | 0.23 |
| ko04214 | Apoptosis - fly | 49 | 0.54 | 0.23 |
| ko00910 | Nitrogen metabolism | 13 | 0.68 | 0.41 |
| ko00020 | Citrate cycle (TCA cycle) | 18 | 0.58 | 0.55 |
| ko00350 | Tyrosine metabolism | 11 | 0.69 | 0.55 |
| ko00565 | Ether lipid metabolism | 12 | 0.63 | 0.55 |
| ko01210 | 2-Oxocarboxylic acid metabolism | 13 | 0.62 | 0.55 |
| ko03050 | Proteasome | 18 | 0.58 | 0.55 |
| ko04120 | Ubiquitin mediated proteolysis | 74 | 0.49 | 0.55 |
| ko04137 | Mitophagy - animal | 32 | 0.54 | 0.55 |
| ko04140 | Autophagy - animal | 84 | 0.48 | 0.55 |
| ko04341 | Hedgehog signaling pathway - fly | 22 | 0.56 | 0.55 |
| ko04924 | Renin secretion | 49 | 0.51 | 0.55 |
| ko04975 | Fat digestion and absorption | 30 | 0.54 | 0.55 |

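Table S5 gives log2 fold changes, p-values and q values from the DESeq software, with a positive log2 fold change for a gene that is higher under afidopyropen treatment. A DESeq fold change is fitted to read counts, while the log2 fold changes given here beside the P450 genes are differences of mean log2(FPKM + 0.5), which draws those of low FPKM toward 0.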

**Table S5.** The differentially expressed P450 genes in the transcriptome of *S. heraclei*.

| Name | Gene ID | Up/Down | log2^fcControl-vs-Afidopyropen^ | Q value | P value |
| --- | --- | --- | --- | --- | --- |
| *CYP301A1* | Unigene9860-S1 | Down | -1.14 | 2.34E-23 | 5.02E-25 |
| *CYP18A1* | Unigene9273-S4 | Up | 0.83 | 1.28E-21 | 2.97E-23 |
| *CYP303A1* | Unigene32818-S3 | Down | -0.80 | 9.48E-30 | 1.56E-31 |
| *CYP306A1* | Unigene13207-S4 | Up | 0.56 | 0.007937 | 0.0011897 |
| *CYP307A2* | Unigene11373-S6 | Up | 1.22 | 6.92E-17 | 2.13E-18 |
| *CYP6DA2* | Unigene856-S6 | Up | 1.22 | 0.001672 | 0.0002118 |
| *CYP6CY77* | Unigene23366-S4 | Up | 0.46 | 0.006575 | 0.0009615 |

How the deposited data were processed for this re-analysis (not part of the article)

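The expression of unigenes was measured by RNA sequencing in 6 samples of *S. heraclei* third-instar nymphs, 3 treated with acetone as the control and 3 with afidopyropen. Samples were assigned to treatment and replicate from their labels and the sample names of Table S2. The authors deposited 1 table of FPKM, the fragments of a unigene scaled for its length and for the mapped fragments of the sample, with 1 column per sample and 2 decimals. According to the paper's methods, adapter, N-rich and low-quality reads were removed, the reads were assembled with Trinity, redundancy was removed with CD-HIT, reads were aligned with Bowtie2 and expression was calculated with RSEM, and DEGs were found with DESeq. The submitters' processing notes name cutadapt 1.9, StringTie, edgeR and DESeq2 instead. Which tools made the deposited FPKM was not settled here, and the versions of the tools in the paper are not given in the sources used here.

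From the deposited FPKM, log2(FPKM + 0.5) was tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend) for the 51749 of 57382 unigenes with a mean of at least 0.5 FPKM, with no block, and adjusted by the Benjamini-Hochberg method. FPKM are not counts, so no count test was run. Gene lists were tested with limma's camera at a preset correlation of 0.01, again with an estimated correlation, and with fry. All 6 lists were fixed from Table 2. None passed camera: the adjusted p was 0.839 for all 16 P450 genes, 0.110 for the Mito clade, and 0.773 for the CYP2 clade, the CYP3 and CYP4 clades, the CarE genes and the ecdysteroid synthesis genes. At an unadjusted p under 0.05, camera called 1 list, the Mito clade, and with an estimated correlation its unadjusted p was 0.0747. By fry, which asks whether a list's genes move 1 way on balance without comparing them with other genes, the adjusted p was 0.00078 for the Mito clade (lower), 0.00268 for the CYP2 clade (higher), 0.00437 for all P450 genes (lower), 0.00437 for ecdysteroid synthesis (higher), 0.882 for the CYP3 and CYP4 clades and 0.571 for the CarE genes. In the CYP3 and CYP4 clades the median log2 fold change was 0.03 and the mean -0.02, so the sign differed.

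The genes named are the 19 genes of Table 2, whose changes in Table S5 had been seen, and unigenes ranked by log2 fold change among those with an adjusted p under 0.05, a mean of at least 10 FPKM in the higher group and groups that do not overlap. Of 10 ranked unigenes in each direction, the first 2 are named by ID, since no names are paired with IDs outside Table 2. The lists, the tests, the rule for named genes and most alternatives were fixed before the data were examined.

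Sequencing depth is not recorded by FPKM. Low values did not settle the relative depth of the samples. Among unigenes above 0 in 2 samples, one of them control replicate 2, the commonest log2 ratio to that sample lay between -0.18 and 0.50 over the other samples and 3 ranges of FPKM, and 23.6% to 55.9% of these unigenes lay within 0.03 of it.

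The test was tested on simulated data in which 200 of 51749 unigenes were changed, with the spread of the real samples. It called 4 of 51549 unchanged unigenes, which is not the share of false calls among all calls, since only 200 unigenes were changed. The noise was drawn as normal on the log2 scale, with SDs shuffled between unigenes of close mean. False calls in the real samples were therefore not measured. The test recovered 11.8% of the changes of 0.5 on the log2 scale, 9.09% of those of 1 and 34.8% of those of 2. Among unigenes with a mean of at least 5 FPKM, it recovered 44.4%, 31.6% and 76.5%. The Benjamini-Hochberg adjustment is stricter when fewer unigenes change, and 9308 were called in the real samples. These shares therefore do not give the recovery in the real samples. The median fitted sizes were 0.55, 0.97 and 1.99.

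The alternatives were pseudocounts of 0.1 and 1, no filter and a mean of at least 1 FPKM, rescaling to a common total, median-of-ratios scaling, quantile normalization, eBayes without trend and robust eBayes, the replicate number as a block, leaving out each sample, stricter thresholds, and other scales for the correlations, components and clustering. GO and KEGG results, RT-qPCR, enzyme activity, bioassays and RNA interference were not analysed here.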

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

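The pattern of the ID suffixes was seen in the data first. The test of where a unigene was assembled was chosen after its result was seen, and the other tests of the suffixes before theirs. The binomial intervals used in the tests of the suffixes were added later, after the shares of the assembly test were seen. The count of unigenes that also required values above 0 in all 3 samples of the other group was chosen after a first count had been seen. Groups of 3 samples were not tested for outliers. The paper does not report the patterns below, although the calls behind the second include genes of Table 2.

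Of the unigenes at a mean of at least 10 FPKM under afidopyropen treatment, 64 were listed at 0 in all 3 control samples, and 67 went the other way. This total of 131 compares with at most 116 in another split of the 6 samples into 3 and 3. When the unigene also had to be above 0 in all 3 samples of the other group, 7 were at 0 in the control samples and 19 at 0 in the afidopyropen samples, a total of 26 against at most 20 in another split. At a mean of at least 1 FPKM, the totals were 4661 against at most 4102 in another split by the first definition, and 614 against at most 283 by the second. The real split had the highest count each time, and the size of its excess depended on the definition and on the minimum.

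The direction of change followed the suffix of the unigene ID. Of the calls, 20.4% were higher under afidopyropen treatment for suffix S1, 21.5% for S3 and 22.1% for S4, against 70.0% for S2, 71.9% for S5 and 71.8% for S6. Chance high values in 1 sample did not account for the whole of the pattern. With each sample left out in turn, every suffix stayed at least 19.6 percentage points from the share over all calls. Each suffix came nearest to that share without the sample that was commonest among its unigenes above 0 in a single sample. Part of the pattern may therefore go with that sample. Low values did not account for the whole of it: among calls with a mean of at least 10 FPKM the distances were 12.9 to 16.4 points, and for 5 of the 6 suffixes the 95% binomial interval lay beyond 10 points. This interval takes the unigenes as independent, so it does not measure the spread between samples. Over all calls the distances were 23.4 to 26.3 points, so part of the pattern went with low values. Unigenes at 0 in a whole group do not account for it either, with a smallest distance of 23.0 points without them. A candidate explanation is that the suffix marks the sample a unigene was assembled from. The paper's Table S3 lists a separate assembly for each of the 6 samples beside that of all unigenes, which goes with 6 suffixes. The paper does not state what the suffix means. Each suffix had a different commonest sample among unigenes above 0 in a single sample, a control sample for S1, S3 and S4 and an afidopyropen sample for S2, S5 and S6, which goes with this explanation. The highest share was 57.0%, for S6. The lowest was 47.6%, for S5, and that for S2 was 49.4%, both below the bound of 50%. The bound was chosen with the test after its result was seen, and is not the share that an unrelated suffix would have. Both intervals, 43.8% to 51.5% and 45.4% to 53.5%, include the bound, and the use of intervals was decided after these shares were seen, so this stays open. The 4 unigenes named for the size of their change follow the same pattern, so it stays open for them too. A response to afidopyropen in the unigenes of each suffix was not tested apart from the assembly.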

How the results depend on the processing

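The filters of at least 3 samples above 0 and of a mean of at least 5 FPKM, the clustering without each sample and the log2 ratio of mean FPKM were chosen after seeing the data. Of the results that answer a comparison, 222 of the values under an alternative stayed within the tolerance and 40 moved beyond it. The tolerance was 1.5 times for a count, the same side of the threshold for a gene list, the SD over pairs of samples for the correlation, the SD over the fits without 1 sample for the components and the same rank for the clustering, so a count within it can be well below the main one. The count of changed unigenes, 9308 (4241 higher, 5067 lower), was 6156 (2810 and 3346) with eBayes without trend, 5105 (2211 and 2894) at an adjusted p under 0.01 and 2805 (1325 and 1480) with an absolute log2 fold change of at least 1. Stricter thresholds call fewer by construction, and for the variance model the cause was not tested. Without 1 sample the count lay between 6889 and 7680 (higher 2873 to 3594, lower 3747 to 4086), with fewer samples in the fit. The share of higher calls was 45.6%, and 49.7% to 51.6% under the other scalings. The P450 genes called were 2 to 4 higher and 3 to 4 lower without 1 sample, and the CarE genes called 0 to 1. With eBayes without trend 0 CarE genes were called. The correlation of deviations from the group means between samples of the same replicate number was -0.0041, 0.0011 and 0.0077, so the numbers were not taken to pair the samples. With the replicate number as a block 6555 unigenes were called (2895 higher, 3660 lower), with 2 P450 genes higher, 3 lower and 0 CarE genes. The smallest correlation of 96.8% became 77.5% on log2 values, 67.4% with Spearman's coefficient and 87.0% without the 10 most abundant unigenes, and lay between 96.8% and 97.9% without 1 sample. The share on the first component was 83.1% on log2 values, 30.0% and 63.5% with the samples as observations on log2 values and on FPKM, 93.8% without the 10 most abundant unigenes, 98.7% with the correlation matrix, and 98.8% to 99.1% without 1 sample. The share on the second component was 5.07%, 18.0%, 35.8% and 6.13% in the same order, 1.04% with the correlation matrix, and 0.897% to 1.05% without 1 sample. For the components, the Spearman coefficient and the counts of P450 and CarE genes the cause was not tested. Among genes with no call, the sign turned for *CYP6DD1*, with a log2 fold change of 0.0025 when rescaled to a common total, 0.0067 with median-of-ratios scaling, 0.025 with quantile normalization and -0.062 to 0.0013 without 1 sample, for *CYP15A1* (-0.032 to 0.053 without 1 sample) and for *CarE6* (-0.038 to 0.067 without 1 sample). *CYP301A1*, *CYP18A1*, *CYP303A1*, *CYP307A2* and *CYP6YC1* stayed past the threshold in all 18 alternatives with a test, 16 of them set beforehand. No gene list passed camera under any alternative. How far depth limits the unigenes of low FPKM was not tested.

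In the 10 splits of the 6 samples into 3 and 3, the real split gave 9308 changed unigenes and the highest other 53, and 10 changed P450 and CarE genes against 0. In each case 1 split, the real one, gave a count as large, and 10 splits are too few for a share under 0.05. Every other split mixes the treatments, so a difference between treatments adds to the spread within its groups and lowers its count. The counts of 53 and 0 are therefore not those that chance alone gives.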

Differences from the paper's values

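The paper's DESeq test found 11144 DEGs, 5887 higher and 5257 lower. Here 9308 unigenes were called, 4241 higher and 5067 lower, so the larger direction was the reverse. Median-of-ratios scaling (4660 higher, 4601 lower) and quantile normalization (4813 and 4518) had the paper's larger direction, and no other alternative did. The paper's Table S5 lists 2 P450 genes that were lower under afidopyropen treatment, where 5 were called lower here at an adjusted p under 0.05. The paper's text names no threshold for DEGs in particular. Its statistics section takes p under 0.05 as significant, without naming the DEGs or an adjustment. Of the alternatives fixed in advance, the replicate block and the fits without control replicate 2, control replicate 3 or afidopyropen replicate 2 gave 3, within 1.5 times of the paper's count, and the others gave 4 or 5. The genes called lower here and absent from Table S5 are *CYP302A1*, *CYP314A1* and *CYP6YC1*, while *CYP301A1* and *CYP303A1* were lower in both.

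For *CYP307A2* the paper's log2 fold change is 1.22, and 1.08 was found here (standard error 0.095). It was within 1 standard error of the paper's value with a pseudocount of 0.1 (1.15), when rescaled to a common total (1.14) and without control replicate 1 (1.13), and not under the other alternatives fixed in advance. For *CYP6DA2* the paper's log2 fold change is also 1.22, and 0.83 was found here (standard error 0.261). It was within 1 standard error with a pseudocount of 0.1 (1.09) and not under the others. The direction was the same for both genes. The log2 ratio of the mean FPKM, which has no pseudocount and no test and was chosen after seeing the values, was 1.17 for *CYP307A2* and 1.16 for *CYP6DA2*, both within 1 standard error of the paper's values, and kept the paper's direction for all 7 genes of Table S5. The paper's shares of variance are 98.71% and 1.04% on the first and second components. They were 98.79% and 0.988% here, and 98.71% and 1.04% with the correlation matrix, an alternative fixed in advance.

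The paper lists *CYP6DA2* as upregulated in the transcriptome, and here its adjusted p from limma was 0.0810. It was called with eBayes without trend (adjusted p = 0.0278, with a range of 0.0278 to 0.201 over its alternatives) and when adjusted over the list of 19 P450 and CarE genes alone. The other P450 genes that the paper lists as upregulated, *CYP18A1*, *CYP306A1*, *CYP307A2* and *CYP6CY77*, were called higher here. *CYP6CY77* was not called with eBayes without trend (adjusted p = 0.101), with the replicate block, or without control replicate 2 or 3 or afidopyropen replicate 2 or 3, and its adjusted p ranged from 0.0172 to 0.120 over its alternatives. *CYP306A1* was not called with the replicate block (adjusted p = 0.0803) or without control replicate 2 or 3 or any 1 of the 3 afidopyropen replicates. The paper states no difference for the CarE genes, and *CarE4* was called higher here (adjusted p = 0.0413 from limma). *CarE4* was not called with eBayes without trend, with the replicate block, or without control replicate 1 or any 1 of the 3 afidopyropen replicates.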

Other observations

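The tests in this part on the correlations were written before their results were seen. Of the 13 genes that the paper's RT-qPCR (Fig. 4) shows as upregulated, 4 were higher by FPKM, 2 were lower and 7 were not called. The 2 lower ones were *CYP301A1* and *CYP303A1*. Those not called had log2 fold changes of 0.83 (*CYP6DA2*), 0.09 (*CYP6DB1*), 0.02 (*CYP15A1*), 0.0028 (*CarE6*), -0.15 (*CarFE4*), -0.43 (*CYP305E1*) and -0.73 (*CYP4CH1*). Among the 5 genes without a significant difference in Fig. 4, read by eye, *CYP302A1*, *CYP314A1* and *CYP6YC1* were called lower by FPKM. Of the others, *CarE4* was called higher and *CYP315A1* was not called. *CYP6DD1*, shown as lower by RT-qPCR, was not called by FPKM. The measures are unlike. The paper's RT-qPCR was relative to *β-Tubulin* and its statistics section takes p under 0.05 as significant, while the calls by FPKM were adjusted over all tested unigenes. The RT-qPCR values were not analysed here.

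The smallest correlation between samples was high on FPKM and lower on the log scale. A few abundant unigenes may carry the correlation on FPKM, since it fell to 0.870 without the 10 most abundant ones. Low values did not account for the whole of the lower correlation on the log scale: among unigenes with a mean of at least 10 FPKM the smallest correlation of log2 values was 0.859, against 0.775 over all unigenes, and stayed below the bound of 0.90 set for this test. Pairs within a group rose from between 0.819 and 0.826 to between 0.962 and 0.973 on these unigenes, so part of the drop went with low values.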
